A study of Mus musculus with 24 samples. Its data were reported in "PKD1 and PKD2 mRNA cis-inhibition drives polycystic kidney disease progression" (2022).

How the data were processed

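RNA-seq read counts of whole mouse kidneys were analysed for 24 C57BL/6 mice killed at 18 days of age, with 1 library per mouse. The authors trimmed the paired reads with Trim Galore and aligned them to the GRCm38 genome with STAR, which also counted reads per gene on Ensembl gene models. The deposited table holds these raw read counts per gene, without normalization, as whole numbers for 54532 Ensembl genes in 24 libraries. Which strand column of the STAR output was kept is not stated. Genes with 0 counts in every library (19345 genes) are present in the table, so no filter on expression had been applied. All columns of per-sample values were used, so the number of unused columns was 0. A symbol was missing for 343 genes, which summed to between 4849 and 7112 counts per library and at most 0.0261% of a library. Coordinates and exons were taken from the GENCODE M21 annotation of GRCm38, a later release than the gene models behind the counts, and 54409 of the 54532 identifiers matched it.

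Samples were grouped by the deposited genotype labels into 6 groups, with 3 mice in each noncystic group and 5 in each cystic group. RC/- mice carry a Cre transgene according to the study's methods, so Cre cannot be told apart from the cystic genotype in any comparison of RC/- with RC/+ mice. The mice have separate replicate numbers, no pairing between groups is given, and no technical replicates are listed. Sex was read from Xist and Ddx3y counts, which gave 14 female and 10 male libraries. To check that the columns of a group were not copies of one library, the counts of all 39 pairs of libraries within groups were compared over genes with a summed count of at least 20, and chi-square per degree of freedom was 8.45 to 48.2.

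The main test was limma-trend, run in R 4.3.3 with limma 3.58.1 on log2 CPM (read counts scaled by the library's total count), computed with edgeR 4.0.16 and a prior count of 2. Genes with a mean log2 CPM of at least -3 over the 24 libraries were tested, which left 22570 genes. One linear model with a mean for each of the 6 groups and no covariate was fitted to all 24 libraries, so that the groups shared one estimate of the spread. Tests were two-sided and a gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 within its comparison. This test and its expression limit follow the study's methods, which do not state the design of the model. The edgeR quasi-likelihood test was run as an alternative.

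There were 8 comparisons of groups and a pair of interaction contrasts. Each of the pair tests whether the RC/- against RC/+ difference in an edited line equals that in the unedited groups. A further contrast tested whether that difference is equal in the D53 and D18 lines. The unedited RC/- and RC/+ groups are called the unedited line, but the study describes no separate line. In the study, founders heterozygous for the edit gave edited and unedited mice from the same breeding pairs. The labels name no founder for the unedited mice, so a difference between founders is not separated from the edit. For the genes changed in RC/- against RC/+, the share with a fold change of the opposite sign in the edited against the unedited RC/- kidneys was computed. Because both of those comparisons use the same RC/- libraries, the share was set beside 20 simulations in which the edited RC/- group had the RC/- mean. A least-squares slope through the origin of the cystic log2 fold change within each edited line on that in the unedited line was fitted over the same genes, from comparisons that share no library. A cystic score was computed for each library as the mean log2 CPM of the genes higher minus that of the genes lower in RC/- against RC/+, scaled to a mean of 0 in RC/+ and 1 in RC/-. Scores of RC/- D53 and RC/- D18 were compared by a two-sided exact permutation test.

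A set of 8 gene lists was tested by camera with a preset correlation of 0.01 in 5 comparisons, with adjustment over the 40 tests, and again by fry and by camera with an estimated correlation. The cell cycle list held Mki67, Top2a, Cdk1, Ccnb1, Ccnb2, Ccna2, Aurkb, Aurka, Bub1, Bub1b, Birc5, Plk1, Cenpf, Tpx2, Rrm2, Cdc20, Mcm2, Mcm5, Pcna and Foxm1. The macrophage list held Adgre1, Cd68, Csf1r, Mrc1, Cd163, C1qa, C1qb, C1qc, Lyz2, Itgam, Fcgr1, Cx3cr1, Tyrobp, Ctss and Cd74. The fibrosis list held Col1a1, Col1a2, Col3a1, Col5a1, Fn1, Acta2, Tagln, Postn, Vim, Pdgfrb, Tgfb1, Loxl2, Timp1, Sparc and Lum. The tubule injury list held Havcr1, Lcn2, Spp1, Krt8, Krt18, Krt20, Clu, Sox9, Vcam1, Cdkn1a, Cd44 and Sprr1a. The proximal tubule list held Lrp2, Cubn, Slc34a1, Slc5a2, Slc5a12, Slc22a6, Slc22a8, Slc13a3, Slc27a2, Aqp1, Miox, Pck1, Fbp1, Kap, Gatm, Ass1, Acsm2, Cyp2e1, Cyp4b1 and Hnf4a. The list for thick ascending limb and distal convoluted tubule held Umod, Slc12a1, Kcnj1, Cldn16, Egf, Slc12a3, Pvalb, Trpm6, Calb1, Klk1, Wnk1, Cldn10, Ppp1r1a and Cdh16. The collecting duct list held Aqp2, Aqp3, Aqp4, Avpr2, Scnn1a, Scnn1b, Scnn1g, Fxyd4, Hsd11b2, Gata3, Atp6v1g3, Slc4a1, Foxi1 and Slc26a4. The oxidative phosphorylation list held Ndufa1, Ndufa4, Ndufb8, Ndufs1, Ndufv1, Sdha, Sdhb, Uqcrc1, Uqcrc2, Cyc1, Cox4i1, Cox5a, Cox6c, Cox7a2, Atp5a1, Atp5b, Atp5c1, Atp5o, Ppargc1a and Tfam.

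Genes are named by a rule. The study genes Pkd1, Pkd2, Myc, Yap1, Mrc1, Creb1 and Mettl3 come first. In RC/- against RC/+ the 5 genes with the largest and the 5 with the smallest log2 fold change follow, and in each other comparison with changed genes the 3 largest and 3 smallest. Eligible genes were past the threshold, had a mean log2 CPM of at least 0, had every library of one group beyond every library of the other, and had a symbol that is not a predicted, clone or numbered pseudogene name. Groups, tests, gene lists, this rule and the alternatives were chosen before the data were examined, except those described as chosen later. Of the 35 genes that the rule selects, not all of which are described, 13 share exon bases with another annotated gene, at most 25.4% of their exon bases. For 1 of them, Myl1, blastn 2.17.0+ found a transcript of a gene elsewhere with at least 95% identity over at least 300 bases.

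Alternatives were TMM factors and DESeq2 size factors in place of total counts, the edgeR quasi-likelihood test with TMM factors, the Wald test of DESeq2 1.42.0, no expression filter (any gene with at least 1 count), the filterByExpr filter, a prior count of 0.5, sex as a covariate, only the groups of a comparison, an adjusted p below 0.01, an absolute log2 fold change of at least 1, and leaving out each library in turn. Shares, slopes and scores were also computed over genes with a mean log2 CPM of at least 0. Libraries 20 to 27 as a covariate were added after the data were seen. Up to 100 splits of the libraries, the real one included, were used for each comparison. Simulated data were drawn with seed 11. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

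The procedure was tested on simulated data, in which 200 of 22570 genes were changed. At a log2 fold change of 1 it recovered 61.5% of them with 5 against 3 libraries and 50% with 3 against 3, and called 3 and 7 unchanged genes. The interaction contrast recovered 41.5% with 4 unchanged genes called. Total counts per library were 20.4 to 30.8 M. Counts are reads without molecular identifiers, and a total of 3 counts was taken as the floor for a gene in a library.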

Results

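Gene expression was measured by RNA-seq in whole kidneys of 24 mice that carried the RC allele of Pkd1, a missense allele of the gene for polycystin-1 that gives less mature protein. The other Pkd1 allele was either intact (RC/+, labelled control) or inactivated (RC/-, labelled cystic). In both edited lines, D18 from founder 3 and D53 from founder 2, the binding motif for miR-17 had been deleted from the 3′ UTR of the RC allele. The intact allele of RC/+ D18 and RC/+ D53 mice keeps the motif. The groups held 3 RC/+, 3 RC/+ D18, 3 RC/+ D53, 5 RC/-, 5 RC/- D18 and 5 RC/- D53 mice.

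Total counts per library ranged from 20.4 to 30.8 M. Mean totals in the noncystic groups were 24.003 ± 1.23 M in RC/+, 23.3 ± 1.11 M in RC/+ D18 and 24.1 ± 3.31 M in RC/+ D53 (SD, n = 3 each). In the cystic groups they were 23.7 ± 0.934 M in RC/-, 24.996 ± 3.12 M in RC/- D18 and 27.9 ± 2.31 M in RC/- D53 (SD, n = 5 each). The 20 most abundant genes took 7.55% ± 0.359 of the counts in RC/- (SD, n = 5) and group means of 10.4% to 11.9% in the other groups. Mitochondrial genes took 3.67% ± 0.320 in RC/- and 5.42% to 6.18% in the other groups. The first principal component of log2 CPM held 30.2% of the variance. Its mean score was 73.7 ± 15.6 in RC/-, 1.46 ± 10.5 in RC/- D53 and -20.1 ± 9.69 in RC/- D18 (SD, n = 5 each). The noncystic groups had mean scores of -27.5 ± 2.42 in RC/+, -37.2 ± 11.1 in RC/+ D18 and -27.1 ± 2.08 in RC/+ D53 (SD, n = 3 each). The labels name no sequencing batch. Libraries 20 to 27, which are RC/- D18 replicates 20 to 22 and all 5 RC/- D53 replicates, shared 21 genes whose counts were more than 3 times the highest of the other 16 libraries plus 5 counts. This set of libraries was seen in the counts and holds no RC/+ or unedited RC/- library, so within it only RC/- D53 and RC/- D18 could be compared. Of these genes, Myh4, Acta1, Ckm, Tnnt3, Myh1 and Atp2a1 are expressed in skeletal muscle. Gm28438, a nuclear copy of the mitochondrial gene mt-Nd3, had 165 to 356 counts in 12 libraries, all those of the D18 line and RC/- replicates 13 to 16, and 28 to 70 in the other 12.

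**Figure D1:**
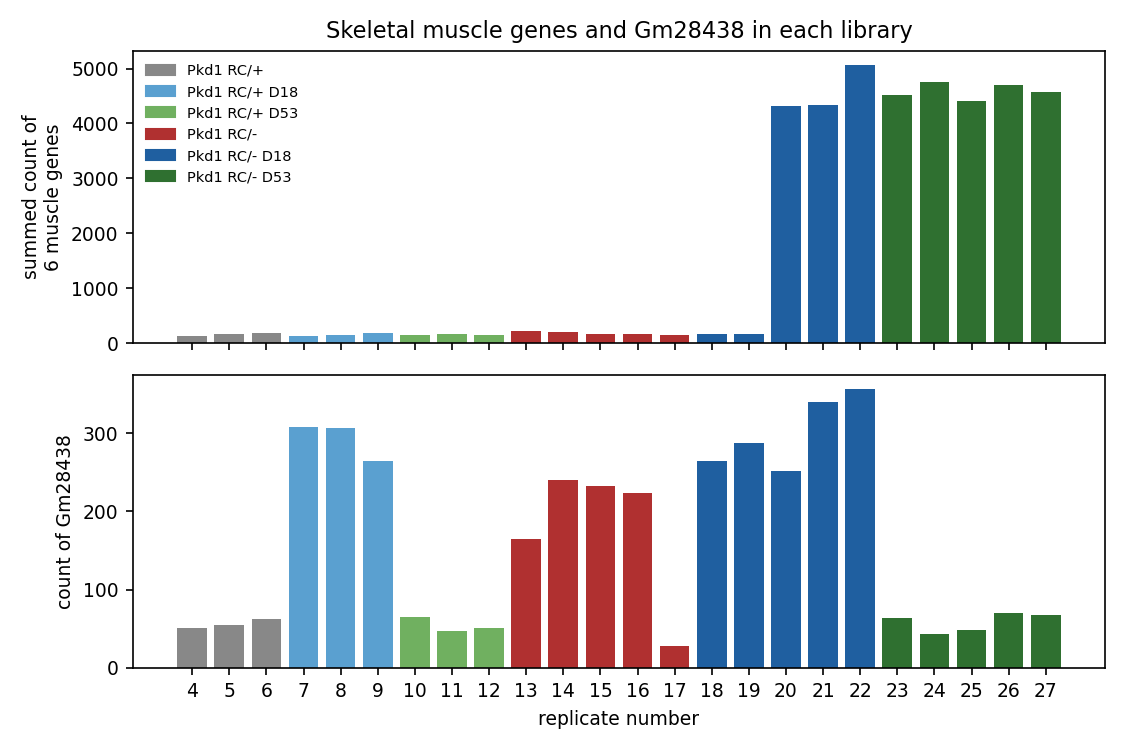
Summed read count of 6 skeletal muscle genes (upper panel) and read count of Gm28438 (lower panel) in each of the 24 libraries, coloured by group. The muscle sum is 4324 to 5071 in libraries 20 to 27 and 129 to 219 in the other 16, and Gm28438 is 165 to 356 in 12 libraries and 28 to 70 in the other 12.

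Pkd1 (ENSMUSG00000032855) lies on chromosome 17 from 24549834 to 24596508 in GRCm38, on the plus strand. The miR-17 seed match GCACTTT occurs 1 time in its annotated 3′ UTR of 969 bases, at 24595732 to 24595738 in exon 46 of 46, from position 193 of the UTR. Counts of Pkd1 ranged from 1065 to 1857 per library. Its level was 50.7 ± 0.803 CPM in RC/+, 61.7 ± 4.43 CPM in RC/+ D18 and 56.4 ± 5.19 CPM in RC/+ D53 (SD, n = 3 each). In the cystic groups it was 59.0 ± 5.76 CPM in RC/-, 60.9 ± 6.5 CPM in RC/- D18 and 55.2 ± 9.88 CPM in RC/- D53 (SD, n = 5 each), with 38.4 CPM in RC/- D53 replicate 27. Whole-gene counts do not separate the RC allele from the other allele, and 3.98% of the exon bases of Pkd1 are shared with Tsc2 on the opposite strand. The log2 fold change of RC/- against RC/+ was 0.21 (SE 0.12, adjusted p = 0.173), and TMM factors moved it most, to 0.07 (adjusted p = 0.656). Edited against unedited RC/- kidneys gave log2 fold changes of 0.05 (adjusted p = 0.766) for D18 and -0.11 (adjusted p = 0.462) for D53. For RC/+ kidneys they were 0.28 (adjusted p = 0.983) for D18 and 0.15 (adjusted p = 1) for D53. No comparison of the 8 gave an adjusted p below 0.05 for Pkd1, and 0.173 was the lowest. With only the groups of the comparison in the model, the adjusted p for RC/- against RC/+ was 0.0752.

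The comparison of RC/- with RC/+ kidneys asks which transcripts differ with cystic disease when the motif is intact. Of 22570 genes tested, 8497 had an adjusted p below 0.05, with 5753 higher and 2744 lower in RC/-. At an unadjusted p below 0.05 there were 10274 genes, where chance alone gives 1128.5. The requirement of an absolute log2 fold change of at least 1 moved this number most and left 2653 genes, 1733 higher and 920 lower. The median log2 fold change of all genes was 0.14 with total counts and 0.01 with TMM factors. With TMM factors 7740 genes passed, 3844 higher and 3896 lower, so the share of higher genes was 49.7% in place of 67.7%. A set of 6588 genes passed under both scalings. In 7409 of the changed genes every RC/- library lay beyond every RC/+ library. Of all genes, 37.7% were separated in this way, against 3.57% by chance.

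Among the most changed genes, Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) rose from 6.47 ± 1.43 CPM in RC/+ (SD, n = 3) to 334 ± 95.7 CPM in RC/- (SD, n = 5). Its log2 fold change was 5.65 (SE 0.39, adjusted p = 1.24e-10). S100a14 (ENSMUSG00000042306, chromosome 3, 90526856 to 90528837) rose from 5.03 ± 0.477 to 118 ± 39.1 CPM, a log2 fold change of 4.46 (SE 0.25, adjusted p = 5.40e-12). The other genes with the largest increases were Sprr2g, Havcr1 and Mybpc2, with log2 fold changes of 5.49, 5.32 and 4.56. Egf (ENSMUSG00000028017, chromosome 3, 129677565 to 129755316) was at 1637 ± 171 CPM in RC/+ and 222 ± 96.6 CPM in RC/-, a log2 fold change of -2.98 (SE 0.31, adjusted p = 5.64e-08). G6pc (ENSMUSG00000078650, chromosome 11, 101367561 to 101377903) was at 827 ± 60.7 and 166 ± 41.8 CPM, a log2 fold change of -2.35 (SE 0.20, adjusted p = 3.86e-09). Hpd, Nr2e3 and Epo had log2 fold changes of -2.83, -2.60 and -2.38. Each of these genes separated the groups completely.

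The study followed several genes downstream of Pkd1. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) rose from 11.9 ± 1.32 CPM in RC/+ (SD, n = 3) to 36.0 ± 7.31 CPM in RC/- (SD, n = 5), a log2 fold change of 1.57 (SE 0.16, adjusted p = 2.63e-08). The macrophage gene Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) rose from 13 ± 1.32 to 55.1 ± 12.2 CPM, a log2 fold change of 2.05 (SE 0.19, adjusted p = 7.42e-09). Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596) was at 118 ± 7.69 and 145 ± 3.93 CPM, a log2 fold change of 0.30 (SE 0.055, adjusted p = 9.93e-05). Creb1 (ENSMUSG00000025958, chromosome 1, 64532645 to 64604548) had a log2 fold change of 0.28 (adjusted p = 0.00459), and was not past the threshold with TMM factors, DESeq2 size factors, edgeR or DESeq2, where the adjusted p was 0.0846 to 0.101. Pkd2 and Mettl3 passed in none of the 8 comparisons under the main settings, and their lowest adjusted p values were 0.174 and 0.219. That of Pkd2 came from RC/- D18 against RC/-, with a log2 fold change of 0.11. With TMM factors the lowest adjusted p of Pkd2 was 0.00709. With DESeq2 size factors, edgeR and DESeq2 it was 0.00868, 0.00925 and 0.00436. Which comparison gave these lower values, and in which direction, is not given. The summary of Pkd1, Pkd2 and Mettl3 by their lowest adjusted p was chosen after their fold changes were seen. Of the 7 study genes, 4 passed in RC/- against RC/+ over all genes and 4 when adjusted over the list alone. The study examined several of these genes in mice of the same lines, so the count over the list is not independent evidence.

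The comparisons of edited with unedited RC/+ kidneys ask whether deletion of the motif from the RC allele changes expression in noncystic kidneys. The other allele keeps the motif, so loss of the motif from both alleles was not tested. RC/+ D18 differed from RC/+ in 1 gene, Rps13-ps1 (ENSMUSG00000066362, chromosome 8, 87047689 to 87048226), with a log2 fold change of -1.04 (SE 0.16, adjusted p = 0.0351). This pseudogene falls outside the rule for named genes and was named after its values were seen. It was not past the threshold without a filter on expression, with sex as a covariate or in 5 of the 6 fits that each left out one library, namely those without replicate 4, 5, 7, 8 or 9. At an unadjusted p below 0.05 there were 1013 genes, fewer than the 1128.5 that chance gives. RC/+ D53 differed from RC/+ in 0 genes (525 at an unadjusted p below 0.05, lowest adjusted p 0.252). Groups of 3 against 3 were separated completely in 9.97% and 8.84% of the genes, where chance gives 10%. In simulated data this comparison recovered 50% of genes changed by a log2 fold change of 1, so not all changes of that size were detectable.

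The comparisons of edited with unedited RC/- kidneys ask what the deletion changes in the cystic genotype. RC/- D18 differed from RC/- in 9305 genes, 3238 higher and 6067 lower, with 10911 genes at an unadjusted p below 0.05. RC/- D53 differed from RC/- in 6805 genes, 2543 higher and 4262 lower, with 8842 at an unadjusted p below 0.05. With TMM factors the numbers were 8843 genes (4443 higher and 4400 lower) for D18 and 6344 genes (3378 higher and 2966 lower) for D53. A set of 7638 genes for D18 and 5509 for D53 passed under both scalings. With libraries 20 to 27 as a covariate, chosen after the data were seen, 6218 genes passed for D18 and 1796 for D53, and 1641 of the latter were also among the 6805. That covariate rests on RC/- D18 replicates 18 and 19 against replicates 20 to 22.

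**Figure D2:**
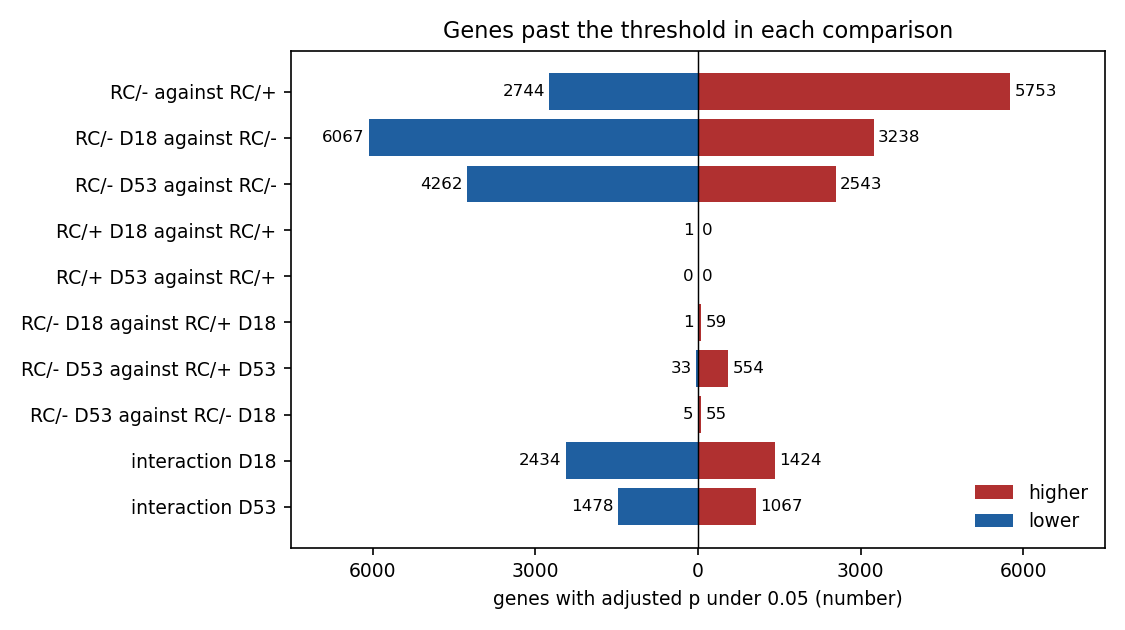
Number of genes higher (right) and lower (left) at an adjusted p below 0.05 in each comparison of groups, from limma-trend on log2 CPM with 22570 genes tested. RC/- against RC/+ has 5753 higher and 2744 lower genes, and the comparison of RC/- D18 with RC/+ D18 has 59 and 1.

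Lcn2 was at 13.5 ± 5.81 CPM in RC/- D18 and 29.2 ± 17.1 CPM in RC/- D53 (SD, n = 5 each), log2 fold changes against RC/- of -4.70 (SE 0.34, adjusted p = 2.60e-10) and -3.63 (SE 0.34, adjusted p = 3.98e-08). Egf was at 1676.5 ± 501 CPM in RC/- D18 (SD, n = 5), a log2 fold change of 2.97 (SE 0.27, adjusted p = 6.39e-09). The other genes named in RC/- D18 against RC/- were Epo and Tnn, with log2 fold changes of 3.32 and 2.84, and Sprr2g and Actg2, with -4.31 and -3.70. In RC/- D53 against RC/- the largest decreases also included Havcr1 and C3, with log2 fold changes of -4.25 and -3.63. Havcr1 was not past the threshold with libraries 20 to 27 as a covariate. The largest increases were in Atp2a1, Tnnt3 and Myl1, with log2 fold changes of 5.74, 5.42 and 4.38. These 3 genes belong to the 21 genes with high counts in libraries 20 to 27 alone, and Tnnt3 and Myl1 reversed direction with those libraries as a covariate. Myl1 has a near-identical transcript elsewhere, Mylf-ps, with 99.3% identity over 421 bases.

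In RC/- D18 against RC/-, Myc had a log2 fold change of -1.23 (SE 0.14, adjusted p = 1.08e-07), and Mrc1 of -1.78 (SE 0.16, adjusted p = 6.95e-09). In RC/- D53 against RC/- they had -1.02 (SE 0.14, adjusted p = 3.40e-06) and -1.47 (SE 0.16, adjusted p = 3.36e-07). Yap1 had log2 fold changes of -0.16 (adjusted p = 0.00942) and -0.13 (adjusted p = 0.0387). With TMM factors both were -0.04, with adjusted p values of 0.527 and 0.552. Yap1 in D53 also lost its call when single libraries were left out, with an adjusted p of 0.0817 without RC/- replicate 14. Creb1 had log2 fold changes of -0.11 (adjusted p = 0.190) and -0.10 (adjusted p = 0.25), and in D18 its sign reversed with TMM factors. Of the 7 study genes, 3 passed in D18 and 3 in D53, over all genes and when adjusted over the list alone.

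How far the edited kidneys moved toward control was measured over the 8497 genes that differed between RC/- and RC/+. In RC/- D18, 8433 of them (99.2%) had a fold change against RC/- of the opposite sign. In RC/- D53, 8434 (99.3%) did. Because both comparisons use the same RC/- libraries, an edited group with no change would also exceed an even split, and 20 simulations of such a group gave means of 57.4% for D18 and 57.5% for D53. A total of 7087 genes (83.4%) in D18 and 5945 genes (69.97%) in D53 moved toward control with an adjusted p below 0.05, and 1 gene in each line moved away with an adjusted p below 0.05. Single edited libraries had 93.99% to 98.3% of the genes toward control in D18 and 90.7% to 97.9% in D53. Libraries 20 to 27 as a covariate moved these shares most, to 96.4% in D18 and 86.0% in D53.

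The difference that remained within an edited line was measured with that line's own RC/+ controls, which share no library with the unedited groups. RC/- D18 differed from RC/+ D18 in 60 genes, 59 higher and 1 lower (2011 at an unadjusted p below 0.05). RC/- D53 differed from RC/+ D53 in 587 genes, 554 higher and 33 lower (3013 at an unadjusted p below 0.05). With TMM factors there were 37 genes (36 higher and 1 lower) and 516 genes (472 higher and 44 lower). With libraries 20 to 27 as a covariate there were 11 and 287 genes. The number for D18 was 14 without RC/+ D18 replicate 8, 27 without replicate 7 and 23 without RC/- D18 replicate 21. For D53 it was 384, 324 and 313 without RC/+ D53 replicates 10, 11 and 12. Complete separation of the libraries occurred in 5.76% of all genes in D18 and 11.6% in D53, against 3.57% by chance. Across the 8497 genes, the slope of the log2 fold change within the line on that in RC/- against RC/+ was 0.16 in D18 (SD 0.0706 over 5 libraries) and 0.28 in D53 (SD 0.0709 over 5 libraries). Genes are not independent replicates, and in 20 simulations of an unchanged edited group the mean slope was 0.873 in D18 and 0.872 in D53. The slope in D53 moved most with libraries 20 to 27 as a covariate, to 0.358.

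**Figure D3:**
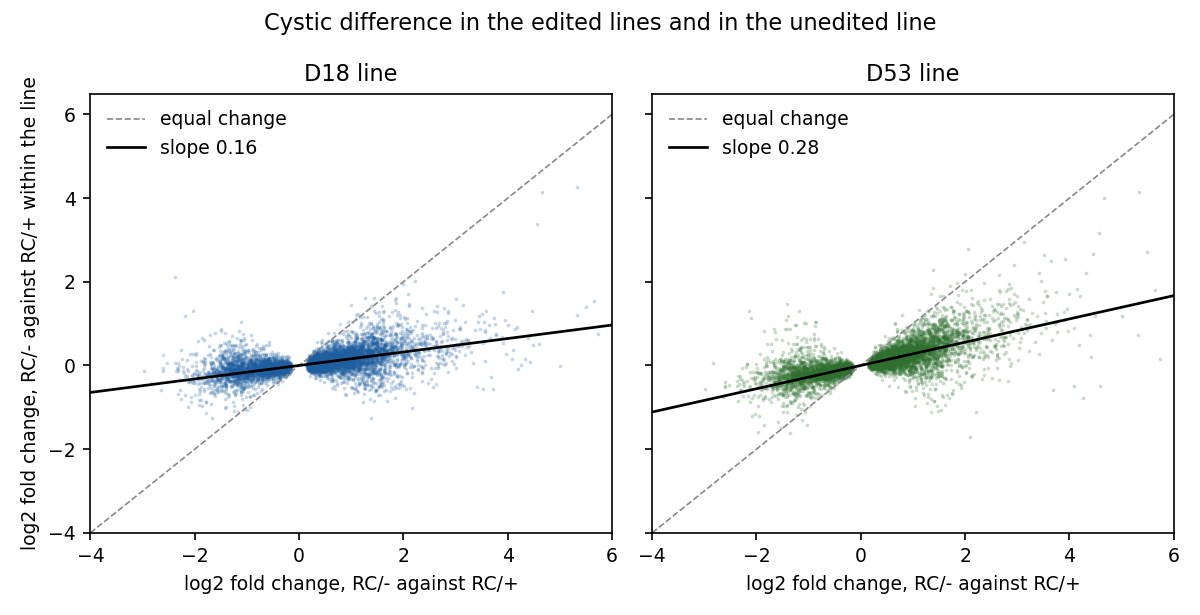
Log2 fold change of RC/- against RC/+ within each edited line (vertical axis) plotted on that in the unedited groups (horizontal axis). There is 1 point per gene for the 8497 genes changed between the unedited groups. The fitted slopes are 0.16 for D18 and 0.28 for D53, below the dashed line of equal change.

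In RC/- D18 against RC/+ D18 the largest named increases were in Mybpc2, Ttn and Npy6r. Npy6r (ENSMUSG00000038071, chromosome 18, 44270127 to 44277700) was at 11.7 ± 6.59 CPM in RC/+ D18 (SD, n = 3) and 43.0 ± 6.92 CPM in RC/- D18 (SD, n = 5), a log2 fold change of 2.01 (SE 0.29, adjusted p = 0.00209). Mybpc2 had a log2 fold change of 3.38 (adjusted p = 0.00209), with 23 and 48 counts in replicates 19 and 18 and 168 to 221 in replicates 20 to 22. Ttn had 2.88 (adjusted p = 0.0159) and belongs to the 21 genes high in libraries 20 to 27 alone. Neither Mybpc2 nor Ttn passed with those libraries as a covariate or with only the groups of the comparison, and Ttn had an adjusted p of 0.126 without RC/+ D18 replicate 8. The decrease named was in Rtca, with a log2 fold change of -0.33 (adjusted p = 0.0472) that rose to an adjusted p of 0.326 without RC/+ D18 replicate 8. The exon bases of Rtca are 25.4% shared with another annotated gene.

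In RC/- D53 against RC/+ D53 the largest increases included Tnnt3 and Atp2a1, with log2 fold changes of 5.85 and 4.97. Both belong to the 21 genes high in libraries 20 to 27 alone, both reversed direction with those libraries as a covariate, and Tnnt3 had an adjusted p of 0.0696 without RC/+ D53 replicate 11. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) was at 6.18 ± 0.666 CPM in RC/+ D53 (SD, n = 3) and 2.16 ± 0.441 CPM in RC/- D53 (SD, n = 5), a log2 fold change of -1.50 (SE 0.38, adjusted p = 0.0277). Uroc1 and Spns3 had log2 fold changes of -1.16 and -0.78. None of these 3 decreases passed with libraries 20 to 27 as a covariate or without RC/+ D53 replicate 10, where the adjusted p was 0.126 for Mmp9, 0.0721 for Uroc1 and 0.0822 for Spns3. Of the 7 study genes, 0 passed over all genes in either edited line and 3 in each when adjusted over the list alone. In D18 those were Yap1, Myc and Creb1 (log2 fold changes of 0.21, 0.60 and 0.20), and in D53 Myc, Yap1 and Mrc1 (0.53, 0.18 and 0.51). Their unadjusted p values lay between 0.000723 and 0.0123.

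The interaction contrasts ask whether the cystic difference itself is unequal between lines. It differed between the D18 and the unedited line in 3858 genes (1424 higher and 2434 lower) and between the D53 and the unedited line in 2545 genes (1067 higher and 1478 lower). At an unadjusted p below 0.05 there were 6651 and 5782 genes. With TMM factors there were 3651 genes (1881 higher and 1770 lower) for D18 and 2443 genes (1470 higher and 973 lower) for D53. With libraries 20 to 27 as a covariate 2337 and 403 genes passed. Without RC/+ replicate 5 the number for D53 was 1643. Between the D53 and D18 lines the test of the cystic difference gave 0 genes with an adjusted p below 0.05 (884 at an unadjusted p below 0.05). That count does not show an equal difference in these lines. In simulated data the interaction contrast for D18 recovered 41.5% of genes changed by a log2 fold change of 1.

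A comparison of RC/- D53 with RC/- D18 kidneys asks whether the edited lines differ from each other. There were 60 changed genes, 55 higher and 5 lower in D53, with 2993 at an unadjusted p below 0.05. The number was 58 with TMM factors (50 higher and 8 lower), 163 with libraries 20 to 27 as a covariate and 276 with DESeq2. Without one library it was lowest at 19 (RC/- D53 replicate 25), and it was 23 without RC/- D18 replicate 22, 39 without replicate 19 and 36 without RC/- D53 replicate 27. S100a14 was at 28.8 ± 6.03 CPM in RC/- D53 and 11.1 ± 3.46 CPM in RC/- D18 (SD, n = 5 each), a log2 fold change of 1.39 (SE 0.22, adjusted p = 0.00473). Cyp4f39 (ENSMUSG00000061126, chromosome 17, 32452723 to 32493320) was at 3.15 ± 0.628 and 1.0 ± 0.648 CPM, a log2 fold change of 1.76 (SE 0.29, adjusted p = 0.00690). B4galnt2 had 1.17, Mt1 -1.09, Slc30a1 -0.44 and Vwa8 -0.38. B4galnt2, Mt1 and Vwa8 lost their calls when single libraries were left out, with adjusted p values of 0.0973, 0.0848 and 0.140 without RC/- D18 replicate 22.

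The cystic score put each library on a scale from 0, the RC/+ mean, to 1, the RC/- mean. Its mean was 0.136 ± 0.0798 in RC/- D18 (range 0.0112 to 0.199) and 0.306 ± 0.0689 in RC/- D53 (range 0.246 to 0.397) (SD, n = 5 each). The edited controls had means of -0.00725 ± 0.0880 in RC/+ D18 and 0.0554 ± 0.0117 in RC/+ D53 (SD, n = 3 each). The difference of 0.169 between RC/- D53 and RC/- D18 had a two-sided exact permutation p of 0.00794, the smallest that the 252 splits allow. Within libraries 20 to 27, the comparison that moved the difference most, it was 0.208 between 5 RC/- D53 and 3 RC/- D18 libraries (exact permutation p = 0.0179 over 56 splits). Neither test sets the score against the line's own controls, whose mean was higher in RC/+ D53 than in RC/+ D18. The lines also come from different founders. In the study, most unedited RC/- progeny of the D53 line's founder died during follow-up, while all those of the D18 line's founder survived it. The tests therefore do not separate a smaller effect of the deletion in D53 from founder background.

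**Figure D4:**
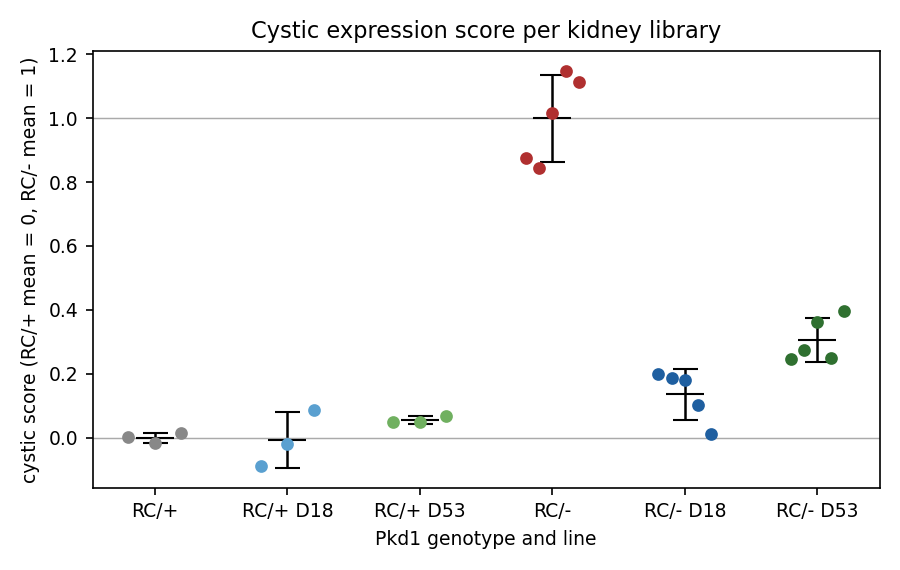
Cystic score of each library (points) with the mean and SD of each group (bars), on a scale where the RC/+ mean is 0 and the RC/- mean is 1. RC/- D18 libraries lie between 0.0112 and 0.199 and RC/- D53 libraries between 0.246 and 0.397.

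Gene lists ask which cell types and processes follow the cystic genotype and the edit. Of 40 tests, 32 had an adjusted p below 0.05 by camera with a preset correlation. With the group labels shuffled over the 24 libraries, the median number of tests that passed was 21 and the highest 34. The adjusted p values given for lists by this test are therefore too small to be taken at face value. By fry 25 tests passed, 24 of them among the 32. With an estimated correlation, the alternative that moved the number most, 4 tests passed, all 4 among the 32. These were oxidative phosphorylation in RC/- against RC/+ and in RC/- D53 against RC/-, tubule injury in RC/- D53 against RC/-, and collecting duct in RC/- D53 against RC/+ D53. The macrophage list includes the study gene Mrc1, and the tubule lists include Lcn2, Havcr1 and Egf. In RC/- against RC/+ the median log2 fold change was 1.57 for the macrophage list (adjusted p = 2.18e-11, 15 of 15 genes changed and higher), 1.21 for fibrosis (13 of 15 higher), 1.96 for tubule injury (10 of 12 higher) and 1.01 for collecting duct (9 higher and 3 lower). It was -1.39 for proximal tubule (adjusted p = 7.47e-17, 18 of 20 lower), -1.07 for thick ascending limb and distal convoluted tubule (11 of 14 lower and 2 higher) and -0.59 for oxidative phosphorylation (adjusted p = 7.67e-18, 18 of 20 lower). The cell cycle list had a median of 0.61 (adjusted p = 0.119, 2 of 20 higher) and passed with TMM factors (adjusted p = 0.0406).

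In edited against unedited RC/- kidneys the list medians had the opposite sign. For D18 they were -1.24 for macrophage, -1.27 for fibrosis, -2.11 for tubule injury, -0.92 for cell cycle (adjusted p = 0.000997), 1.44 for proximal tubule, 1.10 for thick ascending limb and distal convoluted tubule and 0.47 for oxidative phosphorylation. For D53 they were -0.91, -0.94, -1.69, -0.26 (adjusted p = 0.461), 1.07, 0.89 and 0.44 in the same order of lists. Collecting duct did not pass in either line (medians -0.70 and -0.40, adjusted p = 0.0631 and 0.397), and in D18 it passed by fry and with TMM factors. Within the edited lines, RC/- against RC/+ gave medians of 0.29 in D18 and 0.79 in D53 for collecting duct (adjusted p = 3.54e-05 and 3.85e-14), 0.27 and 0.55 for macrophage, 0.34 and 0.64 for tubule injury, -0.20 and -0.33 for proximal tubule and -0.10 and -0.09 for oxidative phosphorylation. Of these, collecting duct passed by fry in both lines, and macrophage and tubule injury in D53. Thick ascending limb and distal convoluted tubule (medians -0.08 and -0.19) and cell cycle (0.12 and -0.20) passed in D53 by camera and not by fry. Fibrosis passed in neither line (adjusted p = 0.688 and 0.818).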

Values the study reported

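The study reports 4157 upregulated and 2067 downregulated mRNAs in RC/- against RC/+ kidneys, and that more than 95% of the dysregulated mRNAs improved in the edited kidneys.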

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

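The binomial probability for single libraries and, for the interaction contrasts, the tests of TMM factors, of libraries 20 to 27 (as a covariate, left out or by the cystic score) and of other splits were chosen only after their results were seen.

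Among 38 values per library, the 3 groups of 5 libraries gave 114 sets, and in 11 of them 1 library lay far from the other 4 by Dixon's test. Chance at 1 in 20 gives 5.7 such sets. The binomial probability of at least as many was 0.0278, but the values are correlated, so chance cannot be told apart from a real excess. With TMM-scaled CPM 9 of the 11 remained, which argues against scaling by total counts as the source of most of them.

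In RC/- D18, Havcr1 was at 3.59 CPM in replicate 19 (nearest library 0.942), S100a14 at 17.1 CPM in replicate 21 (10.8), Epo at 0.506 CPM in replicate 21 (4.23), Mmp9 at 4.24 CPM in replicate 20 (2.68) and B4galnt2 at 0.711 CPM in replicate 22 (1.55). In RC/- D53, Myc was at 22.2 CPM in replicate 27 (17), Actg2 at 5.02 CPM in replicate 27 (1.94), G6pc at 745 CPM in replicate 26 (449) and Tnnt3 at 29.1 CPM in replicate 24 (23.3). In RC/-, Npy6r was at 221 CPM in replicate 17 (102) and Cyp4f39 at 5.04 CPM in replicate 16 (6.67). The libraries differ between genes, and the design gives no group within these groups, so no biological explanation was tested for a single library.

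The cystic difference was unequal between lines, with 3858 genes in the interaction contrast for D18 and 2545 for D53. Between the D53 and D18 lines themselves the test of the difference gave 0 genes (884 at an unadjusted p below 0.05). Of 100 splits, 2 gave as many genes as the real one for D18 and 2 for D53, the real split included in each. The other split, with 4275 genes for D18 and 2621 for D53, kept the cystic libraries parted and mixed the noncystic ones.

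Sequencing depth was tested by thinning every library to the lowest total, 20.4 M, which left 3753 genes for D18 and 2454 for D53. Removal of each library's trend on GC content and transcript length, known for 99.9% of the genes, left 3648 and 2413. TMM factors left 3651 and 2443. These counts argue against each of the 3 as the whole cause. With libraries 20 to 27 as a covariate there were 2337 genes for D18, 2194 of them among the 3858, and 403 for D53, 365 of them among the 2545. All RC/- D53 libraries lie in that set and no RC/+ library does, and the covariate rests on RC/- D18 replicates 18 and 19 against replicates 20 to 22. Between these replicates the mean cystic score differed by -0.0956, while RC/- D53 differed from RC/- by -0.694, and the covariate left a slope of 0.358 in D53 where 0.872 was simulated for an unchanged group. A batch that acts alike on its libraries is thereby argued against as the whole cause for D53, but for single genes a part of it cannot be told apart from the line. For D18, RC/- replicates 18 and 19 lie outside that set. With libraries 20 to 27 left out, the slope of the remaining cystic difference in D18 was 0.208, near the 0.16 of all 5 libraries and far from the 0.873 simulated for an unchanged group, and 2083 genes passed in the interaction, 1964 of them among the 3858. This argues against that batch as the whole cause for D18, and a part in it stays open. Without RC/+ replicate 5 the count for D53 was 1643. A smaller cystic difference in kidneys that carry the deletion, as the groups name it, remains an open explanation. Founder origin was not tested, because the labels name no founder for the unedited mice.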

How the results depend on the processing

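Libraries 20 to 27 as a covariate, and within them the cystic score, were the alternatives chosen only after the results were seen. No paired analysis was possible because the groups share no replicate numbers.

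Under the alternatives that were run in place of the main settings, without leaving out libraries, the numbers of changed genes, the shares, the slopes and the score stayed within 1.5 times the main count, or within 1 SD, in 157 combinations of result and setting and moved further in 35. With an adjusted p below 0.01 there were 4527 genes in RC/- D53 against RC/-, 0 in RC/+ D18 against RC/+ (1013 at an unadjusted p below 0.05), 21 and 285 in RC/- against RC/+ within D18 and D53, 22 in RC/- D53 against RC/- D18, and 1998 and 1062 in the interactions for D18 and D53. With an absolute log2 fold change of at least 1 there were 2653 in RC/- against RC/+, 2515 and 1481 in RC/- D18 and RC/- D53 against RC/-, 23 and 193 within D18 and D53, 13 in RC/- D53 against RC/- D18, and 1428 and 889 in the interactions. Both settings are stricter by construction. For the other settings below the cause was not tested.

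DESeq2 gave 5 genes in RC/+ D18 against RC/+, 143 within D18 and 276 in RC/- D53 against RC/- D18. EdgeR gave 2 in RC/+ D18 against RC/+ and 37 within D18. TMM factors and DESeq2 size factors each gave 37 within D18, in place of 60. No expression filter and sex as a covariate gave 0 genes in RC/+ D18 against RC/+, where 1013 had an unadjusted p below 0.05 under the main settings. Only the groups of the comparison gave 12 within D18, from fewer libraries. Libraries 20 to 27 as a covariate gave 11 within D18, 287 within D53, 1796 in RC/- D53 against RC/-, 163 in RC/- D53 against RC/- D18, 2337 and 403 in the interactions, shares toward control of 96.4% (D18) and 86.0% (D53) and a slope of 0.358 (D53). Camera with an estimated correlation gave 4 list tests in place of 32.

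Creb1 in RC/- D18 against RC/- reversed from -0.11 to a log2 fold change of 0.0075 with TMM factors, 0.0022 with DESeq2 size factors, 0.0037 with edgeR and 0.00053 with DESeq2. With libraries 20 to 27 as a covariate, Tnnt3 reversed to -1.82 against RC/- and -1.39 against RC/+ D53, Myl1 to -1.21 against RC/- and Atp2a1 to -0.43 against RC/+ D53, because the covariate takes up genes that are high in these libraries alone. The fibrosis list within D18 reversed to a median of -0.018 with TMM factors. For single genes and lists, the other combinations of result and setting lost the call in 68 cases, gained it in 7 and kept their side of the threshold in 560. Pkd2 was among those that gained it, with TMM factors, DESeq2 size factors, edgeR and DESeq2, and had a lowest adjusted p of 0.00436 to 0.246 over its alternatives. The level of Pkd1 in RC/- against RC/+ passed neither under its alternatives nor with a library left out, with an adjusted p of 0.0752 (only the groups of the comparison) to 0.656 (TMM factors).

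With each library left out in turn, the number of genes ranged from 7047 to 8499 in RC/- against RC/+, 8317 to 9235 in RC/- D18 against RC/-, 5879 to 6826 in RC/- D53 against RC/-, 0 to 1 in RC/+ D18 against RC/+, 14 to 90 within D18, 313 to 579 within D53, 19 to 59 in RC/- D53 against RC/- D18, 2667 to 4243 in the interaction for D18 and 1643 to 2940 in that for D53. RC/+ D53 against RC/+ gave 0 genes in each fit (525 at an unadjusted p below 0.05 with all libraries). The lowest values came without RC/+ D18 replicate 8 (14), RC/+ D53 replicate 12 (313), RC/- D53 replicate 25 (19) and RC/+ replicate 5 (1643). The slope ranged from 0.127 to 0.207 in D18 and 0.254 to 0.295 in D53. For single genes, 53 combinations of gene and omitted library lost the call, 399 kept their side of the threshold, and 0 reversed.

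Thinning every library to 20.4 M gave 8307 genes in RC/- against RC/+ and 50 in RC/- D18 against RC/+ D18, in place of 8497 and 60. In simulated data 3 against 3 libraries recovered 25.5% of genes changed 1.5-fold and 68% of genes changed 4-fold.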

Other observations

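Chosen only after their results were seen were the tests of other splits, of a group effect and of dissected muscle in libraries 20 to 27, of the extent of cystic change, of Rplp0 transcript and of a linked variant for the Rplp0 pseudogenes, and those of Gm28438, and the brown fat markers Ucp1 and Adipoq were also chosen after their values were seen.

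Other splits of the same libraries into groups of the same sizes were counted, the real split included. As many changed genes came from 1 of 56 splits for RC/- against RC/+ (highest other split 4608 genes), 1 of 100 for RC/- D18 against RC/- (4448), 1 of 100 for RC/- D53 against RC/- (3325), 1 of 56 for RC/- D53 against RC/+ D53 (2) and 1 of 100 for RC/- D53 against RC/- D18 (1). For RC/- D18 against RC/+ D18, 4 of the 56 splits gave at least 60 genes, with 1019 in the highest. A split that exchanged RC/+ D18 replicate 9 with RC/- D18 replicate 22 gave 766 genes, and a split of libraries 20 to 22 from the other 5 gave 57. The number of genes for RC/- D18 against RC/+ D18 is therefore no larger than chance splits can give. For RC/+ D18 against RC/+ 1 of 10 splits and for RC/+ D53 against RC/+ 10 of 10 splits gave as many, and 10 splits cannot give a share below 0.1. A share of genes toward control as large came from 5 of 100 splits in D18 and 1 of 100 in D53. The share counts signs of correlated genes, and in each split it was taken over the genes changed in RC/- against RC/+ in that split. The number of those genes is not given, and the share reached 100% in another split for D18. These counts therefore do not decide whether the real share is beyond chance. A slope of the remaining difference as high as the real 0.16 in D18 came from 2 of 56 splits (highest other split 0.192), and one as high as the real 0.28 in D53 from 1 of 56 (0.177). As many list tests came from 2 of 100 splits, where the median of the others was 21 and the highest 34.

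Libraries 20 to 27, which are RC/- D18 replicates 20 to 22 and all RC/- D53 replicates, held 21 genes with counts more than 3 times the highest of the other 16 libraries plus 5, and 0 genes met the same rule in the opposite direction. Their summed count was 6532 to 7603, a mean of 0.0252% of a library, against a mean of 315 in the other libraries. Its coefficient of variation was 5.34%, where total counts varied by 7.05%. Most abundant were Myh4, with 1263 to 1554 counts against at most 5, and Acta1, with 1156 to 1348 against at most 187. Ckm had 230 to 311 against at most 7. The 6 muscle genes first noticed summed to 4324 to 5071 against 129 to 219. Of 17 further muscle markers, 10 of which the other libraries hold at a mean of at least 10 counts and 1 of which (Pvalb) is also a distal tubule marker, 11 (64.7%) were higher in each of the 8 libraries than in any other.

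An effect of the groups is argued against within RC/- D18. The 7 further markers with a mean below 10 counts elsewhere summed to 5.67 times as many counts in replicates 20 to 22 as in replicates 18 and 19 (20 and 29 counts, where libraries 20 to 27 held 108 to 156 and the other libraries 14 to 42). Muscle dissected with single kidneys would vary between libraries, but this sum had a coefficient of variation of 11.9%, where counting alone gives 8.50% and 6 brown fat markers, 0 of which separate the libraries, varied by 81.1%. Restriction to these 7 markers was made after all 17 had been summed, which gave 3765 to 4580 counts in libraries 20 to 27, 2612 and 2747 in replicates 18 and 19, and a coefficient of variation of 7.16%. A candidate explanation is that reads of a library that contains muscle spread over libraries 20 to 27, which the 64.7% is consistent with. Peripheral nerve in the same source cannot be told apart from its absence, since 1 of 7 nerve markers (14.3%) separated the libraries and the other libraries hold 6 of the 7 at a mean of at least 10 counts. Whether other transcripts differ between these libraries and the rest for the same reason is open, because the groups and the set overlap. The cystic score of RC/- D18 replicates 20 to 22 differed from that of replicates 18 and 19 by -0.0956 (two-sided exact permutation p = 0.2 over 10 splits, the smallest possible being 0.1).

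RC/- replicate 16 held 16153 counts of Star, against at most 209 in any other library, and 4439 counts of Cyp11b1, against at most 20. Of 9 further adrenal markers, 7 were more than 5 times as high in this library as in the highest other library, and Fdx1 and Soat1, which other libraries hold at up to 2254 and 929 counts, were not. This is consistent with adrenal tissue in the sample. Without replicate 16 none of the numbers of changed genes moved by more than 1.5 times.

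A group of 4 processed pseudogenes of Rplp0 (chromosome 5, 115559467 to 115563727) was high in all 15 cystic and low in all 9 noncystic libraries, with or without the edit. Gm8730 (chromosome 8, 102864845 to 102865798) had 873 to 1956 counts against 46 to 85, and a log2 fold change of 4.66 in RC/- against RC/+ (adjusted p = 7.55e-16). Gm14165 had 95 to 221 against 1 to 10 counts, Gm9625 46 to 125 against 18 to 31, and Gm6278 15 to 48 against 2 to 7. Their log2 changes within the edited lines were 0.862 times those in the unedited line (median), where the changed genes as a set had slopes of 0.16 and 0.28, which argues against the extent of cystic disease. Rplp0 itself rose by a log2 fold change of 0.45, and the median over 101 pseudogenes of other ribosomal protein genes was 0.33, so neither more Rplp0 transcript nor a general rise of such pseudogenes accounts for the size. A variant Rplp0 gene linked to the Cre allele may be a source. Among genes within 10 Mb of Rplp0, 3 of 373 (0.804%) differed alike in the 3 comparisons, against 74 of 22192 (0.333%) elsewhere (two-sided Fisher's exact p = 0.135). More than one window around the gene was looked at. A source linked to Cre cannot be told apart from the cystic genotype, since they go together in all 24 mice.

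Counts of Gm28438 (chromosome 1, 24612775 to 24613119), a nuclear copy of mt-Nd3 with 1 mismatch in 345 bases, were 165 to 356 in 12 libraries and 28 to 70 in the other 12. The high libraries were all those of the D18 line and RC/- replicates 13 to 16, and RC/- replicate 17 was low. The edit predicts the level of 12 of the 24 libraries, no more than an even split. More mitochondrial RNA is argued against by Gm28437, another nuclear copy, whose mean CPM in the high libraries was 0.949 times that in the low ones. Relative to mt-Co3, mt-Nd3 was 0.0600 to 0.0919 in the high and 0.112 to 0.196 in the low libraries, and its widest gap put 24 of the 24 libraries on the opposite side. A candidate explanation is a mitochondrial variant that moves mt-Nd3 reads to the copy. Mitochondria pass from the mother, and whether the libraries come from different maternal lines was not tested.

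More genes were higher than lower in RC/- against RC/+. With the mitochondrial and the 20 highest genes, 51 genes with 6.38% to 13.6% of the counts, left out of the totals, the median log2 fold change was 0.066 in place of 0.14, and 7835 genes passed, 4504 higher and 3331 lower. This suggests that a few genes taking many counts explain part of the uneven split. Depth is argued against, since 67.8% of the changed genes were higher after every library was thinned to the lowest total.

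If miR-17 activity, which the counts do not measure, were higher in RC/- kidneys, direct repression would lower genes with a seed match in RC/- against RC/+. Of 13660 genes with an annotated 3′ UTR, 1951 held GCACTTT. Compared with genes without it, and after a trend on UTR length and GC content was removed, their mean log2 fold change differed by 0.028 in RC/- against RC/+, -0.018 in RC/- D18 against RC/- and -0.029 in RC/- D53 against RC/-. Without that adjustment the medians with and without the site were 0.16 and 0.15, -0.10 and -0.13, and -0.08 and -0.10. In the edited comparisons these medians differ in the opposite direction to the adjusted means. Whether the adjustment or the use of medians reverses the sign cannot be told apart, since both changed together. Among the 420 7-mers of the same composition, 369 had a shift as low in RC/- against RC/+, so no lowering was seen there, and effects smaller than the spread between 7-mers (SD 0.027) are not excluded. The deletion leaves the sites of other genes in place, so the comparisons of edited kidneys, where 338 and 388 of the 7-mers had a shift as high, do not test direct repression of those genes.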
